A study of Homo sapiens with 12 samples. Its data were reported in "TMIGD2 is an orchestrator and therapeutic target on human acute myeloid leukemia stem cells" (2024).

How the data were processed

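RNA was measured in CD34+ blasts of 6 primary AML specimens, each sorted into a TMIGD2+ and a TMIGD2- fraction, which gave 12 libraries. The study's methods name the SMARTer Ultra Low kit, which amplifies cDNA primed on poly(A) tails and keeps no strand, and paired-end sequencing. The submitters' processing notes name STAR 2.6.1b, HTSeq 0.6.1 and DESeq2 (given as 3.11) with the hg38 genome. Genes are given as versioned Ensembl IDs. The deposited table holds, for each gene and library, a normalized count, here treated as a signal that is never negative: the authors divided the gene counts of each library by its DESeq2 size factor. The authors also deposited the mean of the 12 normalized counts, the log2 fold change of TMIGD2+ over TMIGD2- with its standard error, and the Wald statistic, a score that divides the first by the second. The deposited p-value of each gene comes with a Benjamini-Hochberg adjusted p-value, which the authors left empty for genes removed by independent filtering.

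Groups and donors were taken from the sample titles, and no other columns were present (0 left unused). Of 51365 genes, 27 had names turned into dates by a spreadsheet, and their names were restored by ID. Coordinates and gene types came from GENCODE 44 on GRCh38, in which 51066 IDs matched. Whole reads were recovered from each column by dividing by its smallest value above 0. All values (100%) then lay within 0.01 of a whole number, and reads per library ranged from 11069238 to 25536224. A difference in library size of this order limits the precision of genes with few reads more than that of abundant ones. No reads were seen, so duplicates, strand and reads shared between copies could not be assessed. Of 54 genes named in the text, 22 overlap another annotated gene on the opposite strand, 8 of them a protein-coding one.

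The design, the 30 gene lists and a first set of other settings were fixed before the data were examined. The study's published results from these libraries were known by then. Lists such as those of the cell cycle, MYC targets, stemness and myeloid genes cover what it had reported, so they are not an independent check of it. The planned main test was edgeR on deposited counts, or limma if the files held no counts. Because the table holds normalized counts, limma (version 3.58.1, trend and robust options) was fitted on log2(normalized count + 1) with donor and fraction, over 41235 genes with a mean normalized count of at least 1 in either fraction, the study's filter. Fold changes are on this scale, which understates the change of genes near the floor. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 (Wald test with donor) were run on the recovered reads. DESeq2 on these reads gave the same 469 calls as the authors' deposited table, with log2 fold changes that differed by at most 1.34e-06. All calculations used R 4.3.3. Multiplicity over a single list was handled by repeating the adjustment within it.

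The donor entered as a block because both fractions come from the same specimen. The deviations of 2 libraries of one donor from their group means correlated at 0.525 to 0.778 over 21871 genes, and those of different donors at -0.476 to 0.243. In 6 of 6 donors both libraries correlated best with each other. Lists were tested with camera at a preset correlation of 0.01, with the correlation estimated, with fry, and with preranked enrichment in fgsea 1.28.0. The mean difference of a list within each donor was tested by a two-sided exact sign-flip test over 64 sign patterns, for which the smallest p is 0.03125. The median log2 fold change over all genes was -0.01 with the authors' size factors and 0.02 with TMM.

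Genes were named by a rule: TMIGD2 and HHLA2, the 14 genes the study named, up to 10 genes with the highest and lowest fold change among those past the threshold and a 2-fold change with the same sign in all 6 donors (1 qualified in each direction), and up to 4 members of each list with the smallest p-values, from which examples were taken. Any other gene named was chosen after its values were seen, and 1 gene that the rule takes is not reported here. Sex-linked genes (268) were left out of the gene tables, and 0 of them were among limma's or edgeR's calls.

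The lists were LSC17, haematopoietic stem cells, HOXA, HOXB, MEIS1 and PBX3, leukaemic stem cell surface markers, DNA replication, G2 and mitosis, MYC targets, oxidative phosphorylation, ribosomal proteins, monocytes, neutrophils, primary granules, NF-kB, immediate early and heat shock, p53 targets, interferon response, MHC class II, the ERK, p90RSK and CREB pathway, T, NK and B cells, early lymphoid, erythroid, megakaryocyte, dendritic, mast cell, endothelial and stromal genes, mitochondrially encoded genes, drug efflux transporters and the genes the study named. That first set held the fit without the donor block, DESeq2 size factors, other filters, another prior count, other tools and set tests, and each donor left out. Pseudocounts of 0.5 and 5, TMM scaling in limma, camera and the list scores, edgeR with TMM on recovered reads, edgeR and DESeq2 without the block, and all alternatives to the edgeR and DESeq2 counts were added after seeing the data.

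The gene and list tests were first run on simulated data drawn from the real means and library sizes, with 100 genes changed 2-fold and 100 changed 4-fold. limma recovered 29 and 60 of them with 3 unchanged genes called, edgeR 37 and 65 with 7, and DESeq2 44 and 68 with 11. A simulated list of 40 genes shifted by 0.6 on the log2 scale was called by camera with the preset and the estimated correlation and by fry, with 0 of the other lists called, and by fgsea, which called 1 other list. The exact sign-flip test of list scores gave it an unadjusted p under 0.05, as it did 1 other list. Genes were drawn independently of each other. The simulation therefore does not show how the list tests behave on real lists, whose genes are correlated.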

Results

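The data collected were RNA sequencing profiles of leukaemic blasts from 6 specimens of acute myeloid leukaemia (AML), a blood cancer sustained by immature cells that often carry the surface protein CD34. From each specimen, CD34+ blasts were sorted by flow cytometry into cells with the most surface TMIGD2 (TMIGD2+) and cells with the least (TMIGD2-). This gave 12 libraries, 6 in each group, paired by donor. TMIGD2 is a receptor of the immunoglobulin superfamily known from T and natural killer (NK) cells, where it binds the ligand HHLA2. The comparison asks which genes and pathways go with TMIGD2 on AML cells enriched for stem cells. Reads counted in genes ranged from 11069238 to 25536224 per library, and 30964 to 38718 genes were detected. Read totals were higher in TMIGD2+ in 3 of 6 donors (exact sign-flip p = 0.406). Mitochondrially encoded genes took 5.63% ± 1.72 of reads in TMIGD2+ and 5.41% ± 1.66 in TMIGD2- (SD, n = 6, exact sign-flip p = 0.812). Donors accounted for 76.8% of the sum of squares of log2 values, the sorted fraction for 5.76% and the remainder for 17.5%. These raw shares are not adjusted for the number of groups, so a term with more of them, such as the 6 donors, takes more by chance.

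TMIGD2 itself, on which the cells were sorted, was higher in TMIGD2+ in 6 of 6 donors, which checks the labels and is not a finding. The gene (ENSG00000167664.8) lies on the minus strand of chromosome 19 from 4292227 to 4302431 in GRCh38. Its normalized count was 489 ± 406 in TMIGD2+ (126 to 1013) and 88.9 ± 95.8 in TMIGD2- (1.99 to 205; SD, n = 6). The within-donor difference was 3.57 ± 1.68 on the log2 scale (SD, n = 6, exact sign-flip p = 0.0312, the smallest that 6 pairs allow), with a fold of 2.98 to 42.4. TMIGD2 did not pass over all genes with limma (adjusted p = 0.114) or edgeR (adjusted p = 0.255), and its adjusted p in the authors' deposited table was 6.58e-05. HHLA2, the ligand (ENSG00000114455.13, chromosome 3, 108296529 to 108378285, plus strand), was near the floor, with 4.32 ± 4.80 normalized counts in TMIGD2+ and 10.1 ± 6.12 in TMIGD2- (SD, n = 6). It was lower in 5 of 6 donors, with a log2 difference of -1.49 ± 0.57 (SE, limma adjusted p = 0.438).

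**Figure D1:**
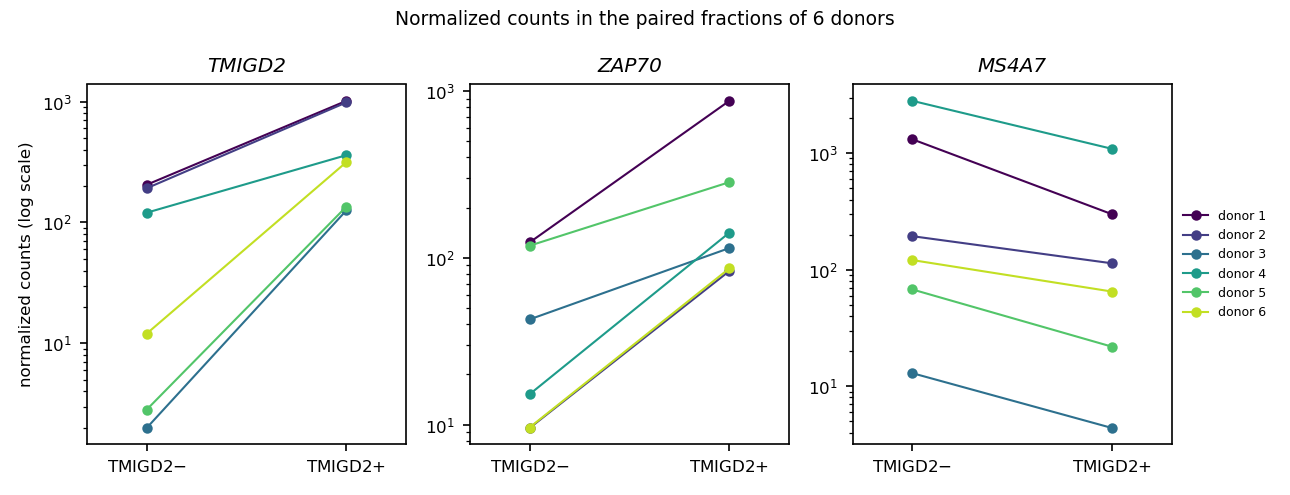
Normalized counts (log axis) of TMIGD2, ZAP70 and MS4A7 in the TMIGD2- and TMIGD2+ fractions, with 1 line for each of 6 donors. TMIGD2 and ZAP70 were higher and MS4A7 lower in TMIGD2+ in 6 of 6 donors.

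Over single genes, ZAP70 rose most clearly in the TMIGD2+ fraction. ZAP70, a tyrosine kinase that carries the T cell receptor signal, had 264 ± 308 normalized counts in TMIGD2+ and 53.2 ± 54.0 in TMIGD2- (SD, n = 6). It was higher in 6 of 6 donors, by 2.44 ± 0.31 on the log2 scale (SE, limma adjusted p = 0.0352; edgeR adjusted p = 0.000113). RPLP0, a protein of the large ribosomal subunit and one of the most abundant transcripts, rose by 0.33 ± 0.04 in 6 of 6 donors, from 37208 ± 7669 to 46994 ± 11340 normalized counts (limma adjusted p = 0.0352; edgeR adjusted p = 0.0151). AL355922.1, which GENCODE 44 names RNASE2CP and lists as a pseudogene of the RNASE2 family of eosinophil granule ribonucleases, fell by 1.86 ± 0.26 in 6 of 6 donors (limma adjusted p = 0.0437; edgeR adjusted p = 0.000439). Its count is uncertain, since reads from RNASE2 and RNASE3 can be shared with it. ZAP70 (ENSG00000115085.13) lies on chromosome 2 from 97713576 to 97739862, RPLP0 (ENSG00000089157.16) on chromosome 12 from 120196699 to 120201235 and AL355922.1 (ENSG00000136315.4) on chromosome 14 from 20919290 to 20920303.

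These 3 genes, 2 higher and 1 lower, were all that passed limma's test over 41235 genes at an adjusted p of 0.05, of which 2 changed at least 2-fold, and 3852 genes had an unadjusted p under 0.05. On whole reads recovered from the same values, edgeR's quasi-likelihood test called 110 genes (54 higher, 56 lower), 42 of them at 2-fold (15 higher, 27 lower). With edgeR's own filter on low counts (filterByExpr), which keeps 28554 genes, edgeR called 2, ZAP70 and AL355922.1, with 2763 genes at an unadjusted p under 0.05, and limma 0 (3301 unadjusted), so that no other edgeR call on a named gene passed there. The authors' deposited table, a DESeq2 test with the donor, holds 469 genes past an adjusted p of 0.05 (198 higher, 271 lower). At 2-fold it holds 192 (64 higher, 128 lower). It holds all 3 of limma's calls and 90 of edgeR's 110. Of the 469, which a paired test selected on these same donors, 303 moved the same way in all 6 donors. Across 14519 genes, which are not independent replicates, log2 fold changes of limma and the authors' deposited table had a Spearman rho of 0.991. limma's count was 62 without donor 5 and 0 without donor 1, 2, 4 or 6, with 2931, 3365, 2866 and 3262 genes at an unadjusted p under 0.05, while edgeR then called 160, 684, 175, 142 and 306 genes, and 473 without donor 3. DESeq2 on the recovered reads called 147 without donor 1, 265 without donor 2, 801 without donor 3, 162 without donor 4, 691 without donor 5 and 282 without donor 6.

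Genes of myeloid differentiation were lower in TMIGD2+ blasts. Of 40 monocyte and macrophage genes, 38 were lower and 2 higher, with a median log2 difference of -1.64. MS4A7, a membrane protein of macrophages (ENSG00000166927.13, chromosome 11, 60378485 to 60395951), had 265 ± 417 normalized counts in TMIGD2+ and 753 ± 1120 in TMIGD2- (SD, n = 6). It was lower in 6 of 6 donors, with a log2 difference of -1.35 ± 0.22 (SE) and an adjusted p of 0.0894 with limma and 0.000286 with edgeR. TLR4, the endotoxin receptor, had a log2 difference of -2.05 ± 0.33 (6 of 6 donors lower, limma adjusted p = 0.104), and TLR2, a receptor for bacterial lipoproteins, of -1.0 ± 0.19 (6 of 6 lower, limma adjusted p = 0.114). As a group the list fell (camera, adjusted p = 1.03e-23, and adjusted p = 0.253 with an estimated correlation), and its mean difference was negative in 5 of 6 donors (exact sign-flip p = 0.0938). Adjusted over the list alone, 0 members rose and 7 fell with limma, against 0 over all genes tested (16 with an unadjusted p under 0.05). edgeR called 1 lower, and the authors' deposited table called 12 lower.

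In donor 1 genes of other cell types were lower together with this group. S100A8, a calcium-binding protein abundant in monocytes and neutrophils (chromosome 1, 153390032 to 153391073), had 16.1 ± 27.6 normalized counts in TMIGD2+ and 965 ± 2001 in TMIGD2-, where donor 1 held 5005 (SD, n = 6). HBB, the beta chain of haemoglobin, had 10.3 ± 13.1 and 348 ± 817, with 2015 in the TMIGD2- library of donor 1. Of the 56 genes that edgeR called lower, 10 were immunoglobulin genes, singled out after their values were seen, and all 10 were among the 27 at 2-fold. Each was lowest in donor 1, by log2 differences of -9.27 to -5.42, and their median over the other 5 donors was 0. limma called 0 of them (2 with an unadjusted p under 0.05). In that donor the median difference was -4.37 for the monocyte list, -3.77 for 25 erythroid genes and -4.55 for 12 endothelial and stromal genes. Without donor 1 the median of the monocyte list was -1.06 over the other 5 donors (camera, adjusted p = 6.79e-16). Donor 4 showed falls of the same kind, with mean differences of -1.26 for endothelial and stromal, -1.20 for mast cell and -0.73 for erythroid genes. S100A8 had 751 normalized counts in its TMIGD2- and 4.16 in its TMIGD2+ library. Leaving out donor 1 therefore does not remove this pattern entirely. Donor 5 was the exception of the monocyte list, with a median of 0.30.

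Granule genes went the same way. The 19 measured genes of primary granules and granulocyte-monocyte progenitors had a median log2 difference of -0.69 (-0.34 without donor 2 and -1.23 without donor 5) and fell as a list (camera, adjusted p = 2.69e-06, and adjusted p = 0.253 with an estimated correlation). With limma 0 rose and 4 fell, adjusted over the list alone. RNASE3, the eosinophil cationic protein, had a log2 difference of -1.55 ± 0.49 and was lower in 4 of 6 donors (SE; adjusted p = 0.346 with limma and 0.0151 with edgeR). RNASE2, the eosinophil-derived neurotoxin, had a log2 difference of -1.43 ± 0.38 and was lower in 5 of 6 (limma adjusted p = 0.353). The 29 neutrophil and late granulocyte genes had a median of -0.78 (-0.30 without donor 1) and also fell (camera, adjusted p = 0.000165, and adjusted p = 0.345 with an estimated correlation). Against the direction of its list, CSF3R, the receptor for granulocyte colony-stimulating factor, was 0.42 ± 0.09 higher in 5 of 6 donors (adjusted p = 0.124 with limma and 0.026 with edgeR). It was the 1 neutrophil gene that rose with limma adjusted over the list alone, and 1 fell.

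Inflammatory and stress genes were lower in most donors. The 40 genes of the NF-kB and TNF response had a median log2 difference of -0.36 (-0.23 without donor 1, -0.57 without donor 5) and fell as a group (camera, adjusted p = 2.07e-07, and adjusted p = 0.285 with an estimated correlation), in 5 of 6 donors. CEBPD, a transcription factor induced in inflammation and myeloid maturation, had a log2 difference of -0.95 ± 0.17 and was lower in 5 of 6 donors (limma adjusted p = 0.114). In limma 1 member fell and 0 rose, adjusted over the list alone. The 25 immediate early and heat shock genes had a median of -0.30 and fell (camera, adjusted p = 0.000145, and adjusted p = 0.345 with an estimated correlation), in 4 of 6 donors. This call ended without donor 1 (median -0.14, camera adjusted p = 0.0707), without the donor block (camera adjusted p = 0.0565) and with preranked enrichment (adjusted p = 0.0661). With limma 1 rose and 2 fell, adjusted over the list alone, and edgeR called 1 in each direction: NR4A2, an orphan nuclear receptor induced by stimulation, had a log2 difference of -0.95 ± 0.20 (6 of 6 donors lower, edgeR adjusted p = 0.0286), and DUSP2, a phosphatase that switches off MAP kinases, was 1.24 ± 0.24 higher (6 of 6 donors, edgeR adjusted p = 0.0151).

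Genes of DNA replication were higher in TMIGD2+ blasts, all 62 of them, with a median log2 difference of 0.60. As a group they rose (camera, adjusted p = 2.63e-39, and adjusted p = 0.253 with an estimated correlation), with a mean difference of 0.61 ± 0.60 (SD, n = 6) that was positive in 5 of 6 donors (exact sign-flip p = 0.0938). By limma's test 46 rose and 0 fell, adjusted over the list alone, against 0 over all genes (52 with an unadjusted p under 0.05). edgeR called 4 and 16 passed in the authors' deposited table, all higher. UNG, which removes uracil from DNA, was 0.71 ± 0.15 higher in 6 of 6 donors, CHAF1A, a histone chaperone of new DNA, 0.73 ± 0.15 in 5 of 6, WDR76 0.79 ± 0.18 in 6 of 6 and CCNE2, a cyclin of S phase entry, 0.74 ± 0.17 in 6 of 6 (SE). Their edgeR adjusted p-values were 0.0151, 0.0367, 0.0438 and 0.0441, and limma's were 0.143, 0.123, 0.175 and 0.186. Of 63 genes of G2 and mitosis, 62 were higher and 1 lower, with a median of 0.57 (0.31 without donor 4), and the group rose (camera, adjusted p = 1.97e-23, and adjusted p = 0.253 with an estimated correlation), in 4 of 6 donors. CDC25C, the phosphatase that starts mitosis, was 1.04 ± 0.25 higher in 6 of 6 donors (limma adjusted p = 0.203). KIF23, a kinesin of cell division, was 0.85 ± 0.24 higher in 6 of 6 (limma adjusted p = 0.271). None passed limma's test, either over all genes or adjusted over the list alone, with 25 at an unadjusted p under 0.05. edgeR called 0 over all genes, with 26 at an unadjusted p under 0.05, and the authors' deposited table called 2, both higher. The replication list was lower in donor 3 (median -0.27) and highest in donor 4 (1.41).

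Genes of protein synthesis were higher by small amounts. Of 77 cytosolic ribosomal protein genes, 75 were higher and 2 lower, with a median log2 difference of 0.20 where the median of all genes was -0.01. The group rose (camera, adjusted p = 5.98e-42, and adjusted p = 0.253 with an estimated correlation), and its mean difference was 0.20 ± 0.11 (SD, n = 6), positive in 6 of 6 donors (exact sign-flip p = 0.0312, adjusted over 30 lists 0.247). These genes took 6.21% ± 0.90 of reads in TMIGD2+ and 5.15% ± 0.559 in TMIGD2- (SD, n = 6, exact sign-flip p = 0.0312). Under limma 63 rose and 0 fell, adjusted over the list alone, against 1 (RPLP0) over all genes and 4 with edgeR. RPL3 was 0.31 ± 0.05, RPS3 0.33 ± 0.05 and RPSA 0.31 ± 0.05 higher, each in 6 of 6 donors (SE; limma adjusted p = 0.0894, 0.0894 and 0.104; edgeR adjusted p = 0.0264, 0.028 and 0.0454). Of 56 MYC targets and ribosome biogenesis genes, 47 were higher and 9 lower (median 0.21), and the group rose (camera, adjusted p = 7.91e-14, and adjusted p = 0.253 with an estimated correlation), in 4 of 6 donors. Of these, 7 rose and 0 fell with limma adjusted over the list alone. NPM1, a nucleolar histone chaperone often mutated in AML, was 0.36 ± 0.07 higher (edgeR adjusted p = 0.0294), HNRNPA1, a splicing factor, 0.34 ± 0.07 (edgeR adjusted p = 0.0319) and HSPD1, a mitochondrial chaperonin, 0.41 ± 0.09 (edgeR adjusted p = 0.0446), each in 6 of 6 donors. These genes and the ribosomal protein genes have processed pseudogenes that can share their reads, so their counts are uncertain.

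**Figure D2:**
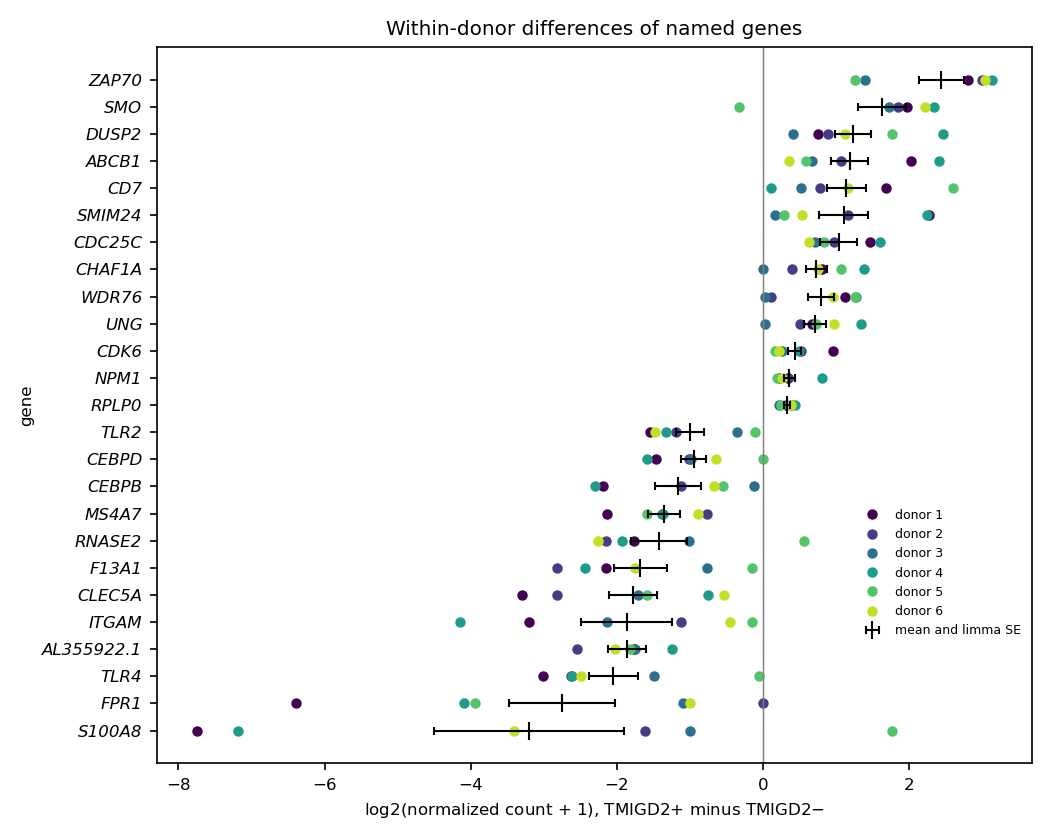
Within-donor log2 difference, TMIGD2+ minus TMIGD2-, of 25 named genes (points, 6 donors; black bars, mean and limma SE). ZAP70, RPLP0 and AL355922.1 passed limma's test over all genes, and differences of FPR1 and S100A8 spread furthest between donors.

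Stemness genes gave a mixed picture. LSC17, the 17 genes of a published leukaemic stem cell score, had a median log2 difference of 0.40, with 15 higher and 2 lower, and rose as a group (camera, adjusted p = 2.27e-07, and adjusted p = 0.253 with an estimated correlation), in 4 of 6 donors (exact sign-flip p = 0.125). Each gene counted alike, and no weights of the published score were applied, so these values do not measure that score. With limma 5 rose and 0 fell, adjusted over the list alone, edgeR called 1 over all genes, and 4 passed in the authors' deposited table. CDK6, a cell cycle kinase that also governs exit from stem cell quiescence (chromosome 7, 92604921 to 92836573), had 35865 ± 12189 normalized counts in TMIGD2+ and 27036 ± 10888 in TMIGD2- (SD, n = 6). It was 0.44 ± 0.09 higher in 6 of 6 donors (SE; adjusted p = 0.179 with limma and 0.0151 with edgeR). NYNRIN, of unclear function, was 0.90 ± 0.25 higher in 5 of 6 (limma adjusted p = 0.31). Of 26 haematopoietic stem cell genes the median was 0.07, the mean -0.11 and camera's direction higher, so that they differed in sign, and the list did not pass (camera, adjusted p = 0.389). With a donor left out its median ran from -0.04 (without donor 1) to 0.18 (without donor 6). In it 3 rose and 4 fell with limma adjusted over the list alone. MSI2, an RNA-binding protein of stem cells, was 0.48 ± 0.10 higher in 5 of 6 donors (edgeR adjusted p = 0.0264), and KIT, the stem cell factor receptor, 0.60 ± 0.15 in 6 of 6 (edgeR adjusted p = 0.249). Of 17 measured surface markers reported on leukaemic stem cells the median was -0.18, and the list fell (camera, adjusted p = 0.0322, and adjusted p = 0.391 with an estimated correlation), a call that ended without donor 3 (median -0.20, adjusted p = 0.101) or donor 4 (median -0.03, adjusted p = 0.317) and without the donor block (adjusted p = 0.175). Here 0 rose and 3 fell with limma adjusted over the list alone. CD33, a sialic acid-binding myeloid receptor, had a log2 difference of -0.63 ± 0.18 and was lower in 6 of 6 donors (limma adjusted p = 0.304).

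The 14 genes that the study named from these libraries split by direction, and since they were chosen on these samples they are not independent evidence of it. The paper's text names SCRN1, SMIM24, ABCB1, ITGAM, CLEC5A, FPR1, CEBPB and S100A8. The others of the 14 (ZAP70, SMO, CD7, TLR4, FCAR and CLEC7A) do not appear in its text. Adjusted over the list alone, 6 rose and 8 fell with limma. The authors' deposited table also called 6 higher and 8 lower, edgeR called 2 higher over all genes and limma 1. SMO, the signal transducer of the Hedgehog pathway (chromosome 7, 129188633 to 129213545), was 1.63 ± 0.33 higher in 5 of 6 donors (adjusted p = 0.12 with limma and 0.0142 with edgeR). ABCB1, a drug efflux pump, was 1.19 ± 0.25 higher, CD7, a T cell and early lymphoid surface protein, 1.14 ± 0.27 and SMIM24, a small membrane protein, 1.11 ± 0.34, each in 6 of 6 donors, and SCRN1, secernin, 1.02 ± 0.27 in 5 of 6 (SE). Their limma adjusted p-values were 0.146, 0.203, 0.408 and 0.257. ITGAM, the integrin chain CD11b, had a log2 difference of -1.87 ± 0.63, CLEC5A, a myeloid lectin receptor, of -1.78 ± 0.33, and CEBPB, a transcription factor of macrophages, of -1.16 ± 0.32, each lower in 6 of 6 donors. FPR1, the formyl peptide receptor, had -2.75 ± 0.73, CLEC7A, the beta-glucan receptor, -2.93 ± 0.74, FCAR, the IgA receptor, -2.74 ± 0.86, and S100A8 -3.20 ± 1.3, each lower in 5 of 6 donors. The limma adjusted p-values of these 7 ranged from 0.114 for CLEC5A to 0.521 for S100A8, and their edgeR adjusted p-values from 0.416 for FCAR to 0.741 for S100A8. The camera test of the whole list did not pass (adjusted p = 0.389, median -1.47). CLEC5A and FPR1 overlap protein-coding genes on the other strand, as does ABCB1, and strand was not kept.

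T cell, NK cell and early lymphoid genes were higher in the TMIGD2+ libraries. Of 20 B cell genes, 6 were higher and 14 lower, and the list did not pass (median -0.17, camera adjusted p = 0.0756). T and NK cells can carry TMIGD2, so the sort would place any that remained among the TMIGD2+ cells. Whether such cells account for these lists was not tested. Of 28 T cell markers, 19 were higher and 9 lower, with a median log2 difference of 0.24 (0.36 without donor 1, 0.37 without donor 2 and 0.13 without donor 6), and the group rose (camera, adjusted p = 0.000374, and adjusted p = 0.253 with an estimated correlation). Its mean difference was 0.49 ± 0.39 (SD, n = 6), positive in 6 of 6 donors (exact sign-flip p = 0.0312, adjusted over 30 lists 0.247). In donor 4 that mean was 0.01, although ZAP70, a member of the list of genes the study named, was 3.14 higher there. The sign in donor 4 can therefore turn on any 1 of several genes, ZAP70 among them, and the list's median was 0 in donors 3 and 4. By limma 4 rose and 0 fell, adjusted over the list alone, against 1 (ZAP70) over all genes and 2 with edgeR. CD3E, a chain of the T cell receptor complex (ENSG00000198851.9, chromosome 11, 118304730 to 118316175), had 41.2 ± 37.7 normalized counts in TMIGD2+ and 4.36 ± 4.20 in TMIGD2- (SD, n = 6), and was 2.92 ± 0.57 higher in 6 of 6 donors (SE; adjusted p = 0.114 with limma and 0.026 with edgeR). TRBC2, a constant segment of the T cell receptor beta chain, was 1.66 ± 0.47 higher in 5 of 6 (limma adjusted p = 0.28). The 15 early lymphoid genes had a median of 0.36 and rose (camera, adjusted p = 0.000186, and adjusted p = 0.253 with an estimated correlation), in 5 of 6 donors, and adjusted over the list alone 3 rose and 0 fell. ADA, adenosine deaminase, was 0.80 ± 0.20 higher in 6 of 6 donors and STMN1, a microtubule regulator, 0.58 ± 0.16 in 5 of 6 (limma adjusted p = 0.235 and 0.32). Of 23 measured NK cell markers, 21 were higher and 2 lower (median 0.79), and the group rose (camera, adjusted p = 3.02e-05, and adjusted p = 0.345 with an estimated correlation). Donor 5 had a median of 3.82, and without it the median was 0.35 and the call ended (camera, adjusted p = 0.0891). Of the 23, 2 rose and 0 fell with limma adjusted over the list alone. GZMB, granzyme B of cytotoxic lymphocytes, had 61.7 ± 122 normalized counts in TMIGD2+ and 3.49 ± 4.23 in TMIGD2- (SD, n = 6), and was higher in 5 of 6 donors by 2.15 ± 0.60 (SE; adjusted p = 0.27 with limma and 0.026 with edgeR).

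**Figure D3:**
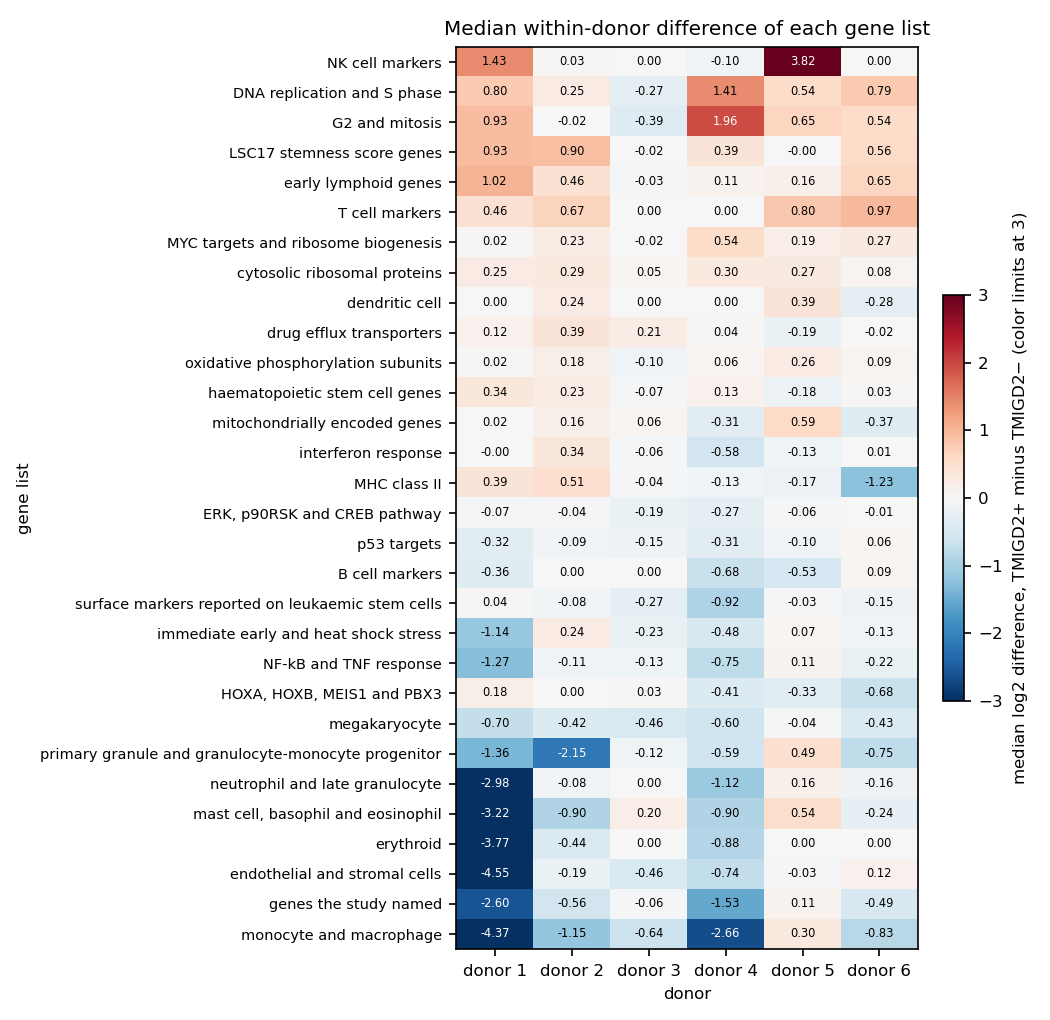
Median log2 difference, TMIGD2+ minus TMIGD2-, of 30 gene lists (vertical) in 6 donors (horizontal), with each value printed and colors limited at 3. Monocyte genes were lower in every donor but donor 5, where NK cell markers were highest (3.82), and the erythroid and stromal lists had their lowest medians in donor 1 (-3.77 and -4.55).

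Over the 30 lists, camera called 21, of which 9 were higher and 12 lower. With an estimated correlation camera called 0 and fry called 0 (3 and 3 lists with an unadjusted p under 0.05), while preranked gene set enrichment called 18. The estimated correlations ranged from -0.01 for drug efflux transporters to 0.94 for mitochondrially encoded genes. They were 0.80 for the replication list and 0.58 for the monocyte list, above the preset 0.01, so camera's preset p-values are too small there. For comparison, the mean difference of 3 lists had the same sign in all 6 donors where chance gives 0.9375. Those were ribosomal proteins, T cell markers and the endothelial and stromal list.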

Values the study reported

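The study reported 453 genes that differed between the TMIGD2+ and TMIGD2- fractions by at least 2-fold at a false discovery rate below 0.05.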

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

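The tests of normalization, of cells of other types and of the relation between lists were chosen after the results were seen, and the exchanges of fractions within donors before.

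Of 96 groups of 6 values, 7 held a value far from the other 5, where chance alone gives about 1 in 20 (4.8). Donor 1 led to 2 of them: the mean log2 difference of the erythroid list was -3.556 there against a median of 0.19 in the other donors, and that of the endothelial and stromal list was -4.085 against -0.25. Donor 4 led to 4. Its difference was -0.8264 for the leukaemic stem cell surface list (others' median -0.04), -1.774 for CD33 (others -0.47) and 0.8057 for NPM1 (others 0.26), and mitochondrially encoded genes took 8.66425% of reads in its TMIGD2- library (others 4.81). In donor 5 the difference of SMO was -0.3225, against a median of 1.98 in the others.

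Monocyte genes were lower in TMIGD2+ blasts. Normalization by 1 factor per library moves all genes alike, which is argued against as the whole cause, since the list's median was -1.64 and that of all genes -0.01. The lowest of 10000 random lists matched on mean expression was -0.2013. That comparison adds no support, because the list was taken up after its difference from other genes was seen. A second explanation is mature monocytes left in the TMIGD2- libraries, which would bring S100A8 and S100A9 at levels at least like those of other abundant myeloid genes, although a CD34 gate should remove such cells. The summed excess of S100A8 and S100A9 in TMIGD2- was at most 0.1446 times the summed excess of 6 other myeloid genes in donors 2, 3, 4 and 6. This argues against mature monocytes there as the whole cause. The 6 include TLR4, TLR2, CLEC5A and MS4A7, already seen to be lower in TMIGD2+, a choice that can make the ratio smaller. In donor 1 the ratio was 2.155, so mature cells may account for the pattern in that donor, and a difference in maturity between the sorted blasts stays open as a hypothesis.

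ZAP70 was higher in the TMIGD2+ fraction in 6 of 6 donors. T cells in the TMIGD2+ libraries would bring their receptor and CD3 genes. The CD34 gate should remove T and NK cells, but the sort on TMIGD2, which both can carry, would keep any that remained. The median excess of 8 T cell genes was at most 0.5898 times that of ZAP70 over the donors, which argues against T cells as the whole cause. For NK cells the ratio over 6 NK cell genes was at most 0.3455 in donors 1, 2, 3, 4 and 6. It was 3.823 in donor 5, where GNLY, chosen after its values were seen, was 9.56 log2 units higher, so NK cells may account for the rise in that donor. Expression of ZAP70 by the blasts themselves stays open for the other donors as a hypothesis, as does a mix of T and NK cells in donor 6, where both highest ratios lay.

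DNA replication genes were higher in TMIGD2+ blasts. Normalization as the whole cause is argued against, since the list's median was 0.60 and that of all genes -0.01. The highest of 10000 random lists matched on mean expression was 0.113. As with the monocyte list, that comparison adds no support, since this list too was taken up after its difference was seen. If non-cycling myeloid cells in the TMIGD2- libraries were the cause, donors with a larger monocyte difference should have a larger replication difference. Over 6 donors Pearson's r was -0.5401 (exact permutation p = 0.264) and Spearman's rho -0.66 (exact permutation p = 0.175). Without donors 1 and 4, farthest from the median, r was 0.193, so the relation rests on them and the test cannot tell, and a higher share of cycling blasts in TMIGD2+ stays open too.

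Exchanging the fractions within donors gives 32 groupings. Chance is argued against for the counts of edgeR (110 genes, highest of the others 50) and DESeq2 (469, highest other 321). The same holds at 2-fold for edgeR (42, highest other 22) and DESeq2 (192, highest other 163). In each case the sorted fractions alone, 1 of 32 groupings, gave a count as large. That share is the smallest that 32 groupings allow, and it was not adjusted for the several counts tried. Chance cannot be excluded for limma, where 3 groupings gave as many as the 3 genes (highest other 4) and 3 gave as many as the 2 genes at 2-fold (highest other 3). Nor can it for the 21 lists called by camera, which 2 groupings reached (highest other 21). The 31 other groupings called a median of 15 lists, so a call by camera is weak evidence on its own. The high counts among the other groupings came from exchanging donor 5 alone (44 with edgeR, 321 with DESeq2), donor 3 alone (50 and 304) or both (28 and 138), which leave most donors in place, and beyond these the highest were 9 and 17.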

How the results depend on the processing

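Pseudocounts, TMM scaling, edgeR with TMM on recovered reads, edgeR and DESeq2 without the block, and all alternatives to edgeR's and DESeq2's own counts were chosen after seeing the data, and the other settings before. Against limma's 3 genes (2 at 2-fold), the fit without the replicate block gave 0 (0 at 2-fold, 516 genes at an unadjusted p under 0.05), and so did edgeR (0 and 0, 1879 unadjusted) and DESeq2 (0 and 0, 834 unadjusted) without the block, as donor differences then enter the error. Other tools gave more: edgeR with TMM 110 (42 at 2-fold), edgeR with DESeq2 size factors 100 (40), DESeq2 with the donor 469 (192) and voom 145 (89). Without a filter limma gave 2 (1), with filterByExpr, which keeps 28554 genes, 0 (0, 3301 unadjusted), and edgeR with filterByExpr 2 (2), of which the cause was not tested. With pseudocounts of 0.5 and 5 limma gave 3 and 2, and with TMM 3. Leaving out each donor gave 0 to 62 genes with limma (0 to 40 at 2-fold), 142 to 684 with edgeR and 147 to 801 with DESeq2. limma's highest came without donor 5 and its 0 without donor 1, 2, 4 or 6, edgeR's extremes came without donors 4 and 1 and DESeq2's without donors 1 and 3, and the cause was not tested. edgeR called ZAP70, RPLP0 and AL355922.1 with each donor left out. ZAP70 kept its direction throughout, with a limma adjusted p of 0.0032 without donor 5 to 0.236 without donor 2.

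Camera's 21 lists became 17 without the block and 20 with TMM on log2 CPM. Without the block the HOX list (camera, adjusted p = 0.455), p53 targets (0.192), surface markers (0.175) and immediate early and heat shock genes (0.0565) were lost. Preranked enrichment called 18 and lost the megakaryocyte list (adjusted p = 0.0955), immediate early and heat shock genes (0.0661) and p53 targets (0.0651). With an estimated correlation or fry 0 were called. The simulated list that both of these called held no correlation between genes, so it does not show their power on the real lists. With a donor left out 19 to 23 lists were called. List scores with 1 sign in all donors numbered 3. On log2 CPM of recovered reads they numbered 3 with TMM and a prior count of 2, 4 with TMM and a prior count of 0.5, and 2 with DESeq2 size factors and a prior count of 2, where the T cell list left. They numbered 3 to 9 with a donor left out (9 without donor 5), when the smallest exact p is 0.0625. TMIGD2 expression stayed higher, by 3.20 to 3.97 with a donor left out, and without the block its exact permutation p was 0.0173. Over the 54 named genes, 878 alternatives stayed on their side of the threshold, 30 fell short, 116 newly passed and 0 reversed. Only ZAP70, RPLP0 and AL355922.1 had passed limma's main test, so only these could fall short. Most of the 878 were genes that passed in neither setting, so the tally does not show that calls held. Over the 21 lists 233 held, 61 fell short and 0 reversed. Depth limits genes with few reads, such as HHLA2.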

Other observations

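The mast cell, megakaryocyte, erythroid, and endothelial and stromal lists, fixed before the data were examined, fell in TMIGD2+ blasts, and the B cell and dendritic lists did not pass. All 14 genes of mast cells, basophils and eosinophils were lower, with a median log2 difference of -0.80, or -0.41 without donor 1 (camera, adjusted p = 2.13e-05, and adjusted p = 0.253 with an estimated correlation). CLC, the Charcot-Leyden crystal protein of eosinophils, had 12 ± 26.8 normalized counts in TMIGD2+ and 398 ± 681 in TMIGD2- (SD, n = 6), and was lower in 5 of 6 donors by a log2 difference of -3.41 ± 1.0 (SE, limma adjusted p = 0.346). TPSAB1, a mast cell tryptase with near-identical copies, had -0.83 ± 0.19 (5 of 6 lower, limma adjusted p = 0.188). Of 19 measured megakaryocyte genes the median was -0.55, or -0.26 without donor 1 (camera, adjusted p = 0.00114, and adjusted p = 0.253 with an estimated correlation). That call ended with preranked enrichment (adjusted p = 0.0955). In this list F13A1, coagulation factor XIII that monocytes make too, had -1.68 ± 0.36 (6 of 6 lower, limma adjusted p = 0.256). The 25 erythroid genes had a median of -0.81 (camera, adjusted p = 0.000263, and adjusted p = 0.39 with an estimated correlation), a call that ended without donor 1 (median -0.27, adjusted p = 0.305). The 12 endothelial and stromal genes had a median of -1.15, or -0.49 without donor 1, and were lower in 6 of 6 donors by their mean (exact sign-flip p = 0.0312, adjusted over 30 lists 0.247; camera, adjusted p = 2.32e-05, and adjusted p = 0.253 with an estimated correlation). Of the 12, 7 had a mean of at least 10 normalized counts in both fractions. The B cell list did not pass (median -0.17, camera adjusted p = 0.0756), nor did the dendritic list, whose median was 0.16, mean -0.01 and direction higher (camera, adjusted p = 0.436). MZB1, a plasma and plasmacytoid dendritic cell protein, was 1.0 ± 0.28 higher in 5 of 6 donors (limma adjusted p = 0.284).

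Among pathways, 14 HOXA, HOXB, MEIS1 and PBX3 genes had a median of -0.45 and fell as a group (camera, adjusted p = 0.0129, and adjusted p = 0.253 with an estimated correlation). That call ended without donor 5 (median -0.50, adjusted p = 0.0586) or donor 6 (median -0.33, adjusted p = 0.053) and without the donor block (adjusted p = 0.455). The mean difference was lowest in donors 4 and 6 (-1.12 and -0.98), where 11 and 9 of the 14 genes had under 10 normalized counts in both fractions. It was 0.01 in donor 2, where 9 did, and 0.04 and -0.37 in donors 3 and 5, where 0 did. The list of 56 oxidative phosphorylation genes rose slightly, with a median of 0.11, or 0.07 without donor 5 (camera, adjusted p = 0.000121, and adjusted p = 0.345 with an estimated correlation), in 5 of 6 donors. Of its members 43 were higher and 13 lower, and 0 passed with limma, also adjusted over the list alone, with edgeR or in the authors' deposited table. The list of 28 p53 targets fell, with a median of -0.12 (camera, adjusted p = 0.0346, and adjusted p = 0.285 with an estimated correlation). Of its members 19 were lower and 9 higher, and 0 passed in any of these gene tests. The call ended without donor 1, 2, 3 or 4 (medians -0.10, -0.11, -0.14 and -0.07, adjusted p = 0.112, 0.0661, 0.0795 and 0.0861), without the donor block (0.192), under TMM (0.0666) and with preranked enrichment (0.0651). No change passed for interferon response genes (median -0.02, camera adjusted p = 0.401), MHC class II (median -0.11, 0.299), the ERK, p90RSK and CREB pathway (median -0.11, 0.087), mitochondrially encoded genes (median 0.02, 0.365) or drug efflux transporters (median 0.14, 0.418). MHC class II passed lower without donor 1 or 2 (adjusted p = 0.0278 and 0.0094) and higher without donor 6 (0.018), and interferon response genes passed lower without donor 2 (0.00355). Mitochondrially encoded genes passed higher without donor 4 (0.0162) or donor 6 (0.00289) and lower without donor 5 (0.0402), and B cell genes passed lower without donor 6 (0.00889). In the ERK list PTPN6, a phosphatase that damps receptor signals, had a log2 difference of -0.45 ± 0.09 and was lower in 6 of 6 donors (adjusted p = 0.124 with limma and 0.0489 with edgeR). That list thus holds a damping gene too, so its median does not measure activity of the pathway. The paper's evidence for the pathway rests largely on protein phosphorylation after TMIGD2 knockdown, which these RNA values do not measure.

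Of the T cell list, 21 of 28 genes had a mean of at least 10 normalized counts in both fractions, as had 10 of 23 NK cell genes and 36 of 40 monocyte genes. The list of genes the study named holds 1 of the T cell genes and 5 of the monocyte genes. Some of its genes do not appear in the paper's text. That list also holds 2 neutrophil genes and 1 gene each of the LSC17, haematopoietic stem cell, NF-kB, early lymphoid and drug efflux lists. ABCB1 is the gene in both the stem cell and the drug efflux list.

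At a 2-fold change and an adjusted p of 0.05, the deposited comparison held 192 genes. That is lower than the value quoted from the study above. The highest fold in the deposited comparison belonged to a gene named RF01518 (log2 11.98 and adjusted p = 0.00807 in the authors' deposited table), singled out after its values were seen, which was higher in 3 of 6 donors and did not pass limma's test (adjusted p = 0.871).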
